A study of Mus musculus with 8 samples. Its data were reported in "Enhancer and super-enhancer dynamics in repair after ischemic acute kidney injury" (2020).

How the data were processed

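Kidney cortex was taken from male wild-type C57BL/6 mice of 10 to 12 weeks, 48 hours after SHAM surgery. Per the labels, the mice had been assigned at random to vehicle or JQ1 before surgery, and the study describes daily injections of JQ1 that began on the day of surgery. The titles of the samples place 4 libraries in SHAM vehicle and 4 in SHAM JQ1, each numbered 1 to 4. The labels number the libraries without stating that each is a separate mouse. They were taken as replicates, and if some share a mouse the p-values measure only the spread between these samples, which may be technical in part.

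The deposited values are raw read counts per gene symbol, 1 list per library, which the authors made by trimming reads with Trimmomatic, aligning them to the mouse genome build mm10 with STAR and counting them per gene with HTSeq. The gene annotation and the strand setting of the counting are not given in the sources used here. The labels name an unstranded TruSeq kit, while the methods of the study name a stranded one, and the sequencers named differ as well, so reads of genes that overlap, antisense pairs included, cannot be assigned with certainty. Of the 150 genes named in the text, 44 overlap another annotated gene. HTSeq drops reads that align to several places, so genes with near-identical copies lose counts. Its tally of alignments that were not unique stood at 81.7 ± 3.79 per 100 gene counts in vehicle and 105 ± 16.4 in JQ1 (SD, n = 4). This tally may count a read more than once. The authors tested genes with DESeq2.

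Each list held 24421 genes and 5 further entries with HTSeq's tallies of reads given to no gene, which were left out of library totals and tests. Of all reads given to a gene, to several genes or to no gene, those in no gene made up 14.7% ± 0.600 in vehicle and 15.0% ± 0.380 in JQ1 (SD, n = 4). Library totals were 30897132 to 38373931 counts in 6 libraries, 1460727 in vehicle replicate 3 and 1795069 in JQ1 replicate 4. The CPM that a count of 0 allows was computed as 3 counts over the library total. Every library pair differed by more than sampling noise, with a chi-square per gene of at least 2.43 within vehicle, 10.1 within JQ1 and 8.52 between groups, which argues against copies of 1 library but does not show that the libraries come from separate mice, and all 8 were used.

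Genes were tested with edgeR 4.0.16 (R 4.3.3) by the quasi-likelihood test, two-sided, with TMM scaling, filterByExpr by group and no covariate, on all 8 libraries. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a fold change of at least 2. CPM are counts per 1000000 on TMM-scaled library sizes, given as mean ± SD over 4 libraries. Fold changes are fitted values, which give deep libraries more weight, and their SE is the log2 fold change over the square root of the F statistic. For a gene with few counts in a group the fitted fold depends on the prior count and is no bound. Gene sets were tested with camera of limma 3.58.1 on log2-CPM (prior count 2) with a preset correlation of 0.01 between genes, adjusted over the 34 lists with at least 3 measured members. Camera with an estimated correlation, which allows for genes of a list varying together, and fry were run beside it. Library measures were compared by exact two-sided permutation tests over 70 label assignments, where the smallest p possible is 0.0286. Positions were taken from GENCODE M21 on mm10, in which 13625 tested genes had one.

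Before the data were examined, 37 gene lists with 828 genes were fixed from textbook knowledge of pathways, kidney cell types and neighbouring tissues, but after the text of the study and the opening lines of its supplementary tables had been read, where Cyp27b1, Nptx2, Fgb, Fosb, Egr1, Crabp1, Slc7a12 and Esco2 appear as changed. Lists share members with other lists, with 8 shared in the vitamin D list, 6 each in the drug metabolism, tubular injury and glucocorticoid lists, 5 each in the proximal tubule transporter, transcription factor and NRF2 lists, 4 in the distal convoluted tubule list, 3 in the principal cell list, 2 each in the fatty acid oxidation and renin lists, 1 each in the brush border, gluconeogenesis, cholesterol, intercalated, fibroblast, erythroid, adrenal, urothelium, immediate early, clock, NF-kB and heat shock lists and 0 in the others.

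The rule for naming genes was fixed at the same time. It takes the 8 highest and 8 lowest log2 fold changes among called genes with a mean of at least 5 CPM and no overlap between groups, the 4 called genes of highest mean CPM, up to 4 members of each list by smallest p, and the genes Brd2, Brd3, Brd4, Hexim1, Myc, Havcr1, Lcn2, Spp1, Slc34a1, Kl, Hnf1b, Hnf4a, Nr3c1, Stat3, Stat5a, Stat5b, Junb, Mki67 and Cyp27b1. The rule gives 163 genes. The text names 127 of them, picked after their values were seen, and 23 others, which are listed at the end of the results.

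Alternatives were other scalings (DESeq2 size factors, total library size, upper quartile), no filter or a mean of at least 1 CPM, DESeq2 1.42.0, limma-voom, robust edgeR, the replicate number as a block, each library left out in turn, both shallow libraries left out, all libraries thinned to the lowest total (seed 11), and no fold threshold or one of 1.5 or 4. DESeq2 without JQ1 replicate 4, the gene lists without both shallow libraries and the counts of called list members under each alternative were added after the data were seen, as were 3 more library measures. The gene test was tested on simulated data (seed 7) for 14148 genes, drawn from the SHAM vehicle means and the sizes of all libraries, with 200 genes changed. Recovery and false calls were counted there at an adjusted p under 0.05 alone. They do not describe calls that also need a fold change of 2. On that count edgeR recovered 37.3% of the genes changed 1.5-fold, 70.1% of those changed 2-fold and 92.4% of those changed 4-fold. Of its calls 2.92% were false, against 7.33% for DESeq2 and 8.84% for limma-voom. Counts were drawn in a single run from the dispersions that edgeR had estimated, so these rates do not rank the tools. Nor do they give the error in the data, where 48.3% of tested genes passed the adjusted p. With 1 list raised 2-fold in a simulation of the same kind, camera called 0 of the 33 other lists. Genes were drawn independently there, so this cannot show false list calls that arise where genes vary together. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.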

Results

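RNA was sequenced from the kidney cortex of male C57BL/6 mice of 10 to 12 weeks after SHAM surgery, the control operation without stopped blood flow. Animals had been assigned at random to vehicle or to JQ1, a small molecule that displaces the BET bromodomain proteins from acetylated histones, and cortex was taken 48 hours after surgery, at day 2. Each group holds 4 libraries, and the files give read counts for 24421 genes. SHAM vehicle replicates 1, 2 and 4 held 38373931, 33851848 and 35562958 counts, and replicate 3 held 1460727. SHAM JQ1 replicates 1 to 3 held 30897132, 31497323 and 30951744 counts, and replicate 4 held 1795069. A count of 0 allows up to 2.05 counts per 1000000 (CPM) in vehicle replicate 3 and 1.67 CPM in JQ1 replicate 4, against 0.0782 to 0.0971 CPM in the other libraries. These limits cover counting error alone.

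The comparison of SHAM JQ1 with SHAM vehicle addresses what BET inhibition does to transcription in a kidney without ischemic injury. In JQ1, 29 of 32 immediate early, 10 of 16 histone, 9 of 21 antioxidant, 14 of 26 tubular injury and 14 of 24 endothelial genes were called higher, and 24 of 39 cell cycle, 15 of 46 proximal tubule transporter and 7 of 22 macrophage and dendritic cell genes were called lower. In the other direction 3 transporter genes were higher, and 1 injury and 1 endothelial gene lower. These 8 lists passed camera with its preset correlation, and none of them passed with an estimated correlation (camera adjusted p of 0.0573 to 0.683). Cyp27b1, the renal enzyme that makes active vitamin D, rose 190-fold, from 3.95 ± 2.16 to 611 ± 304 CPM (SD, n = 4), and Umod, the main urinary protein of the thick ascending limb, fell 3.20-fold, from 5940 ± 736 to 1859 ± 588 CPM. Of 14148 genes tested, 761 were higher and 1487 lower in JQ1 at an adjusted p under 0.05 and a fold change of at least 2 (edgeR quasi-likelihood test), so 66.1% of the called genes were lower. At the same adjusted p with no fold threshold, 3237 genes were higher and 3600 lower, or 48.3% of those tested. In 5685 tested genes (40.2%) the CPM of the groups did not overlap, where chance gives 2.86%. Called genes carried 13.5% of the counts in vehicle and 11.4% in JQ1 libraries on average. Without both shallow libraries 803 genes were higher and 1633 lower, and without JQ1 replicate 4 alone 812 and 1649.

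**Figure D1:**
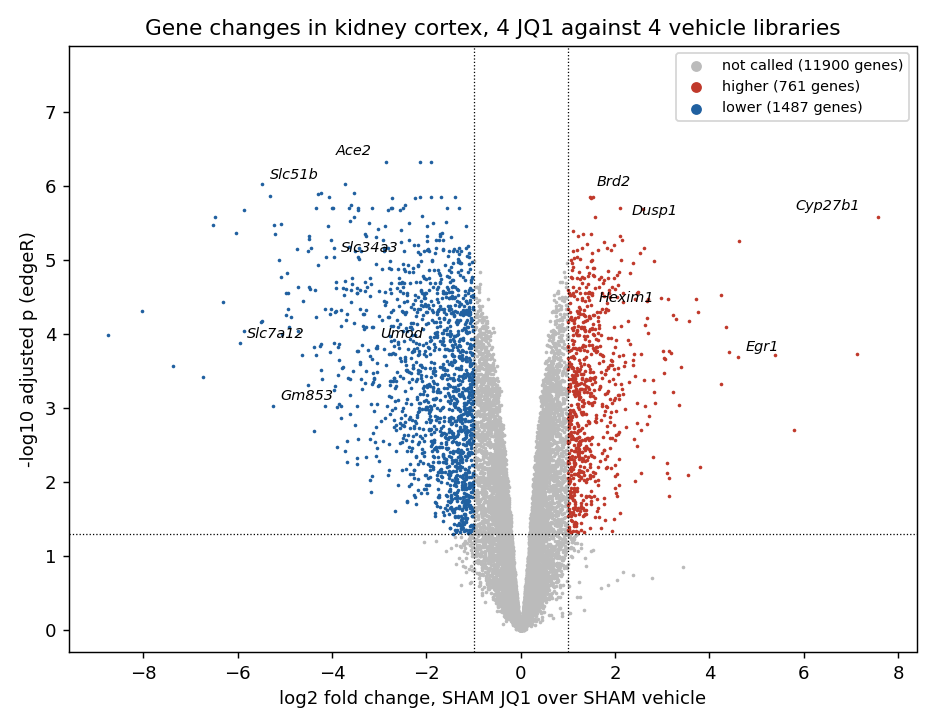
Each point is one of the 14148 genes tested, with the log2 fold change of SHAM JQ1 over SHAM vehicle on the horizontal axis and -log10 of the edgeR adjusted p on the vertical axis, where dotted lines mark a fold change of 2 either way and an adjusted p of 0.05. By at least 4-fold 108 genes were higher and 506 lower, and Cyp27b1 lies farthest to the right at a log2 fold change of 7.57.

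The first principal component of log2-CPM held 52.1% of the variance and set the 4 JQ1 libraries (scores of 43.6 to 58.0) apart from the 4 vehicle libraries (-70.0 to -40.3). JQ1 replicate 4 lay apart on the second component, which held 21.8%, with a score of -81.1 against -15.8 to 30.0 in the other libraries. Vehicle replicate 3 lay apart on the third, which held 16.6%, with a score of 64.1 against at most 15.1 elsewhere. Spearman correlations between libraries were 0.985 to 0.995 within vehicle, 0.967 to 0.998 within JQ1 and 0.939 to 0.962 between the groups. No difference between the groups passed the test in total counts, genes detected, the share of counts in the 10 most abundant genes or the share of counts in no gene (exact two-sided permutation tests, adjusted p of 0.343 to 0.486 over 4 measures, smallest raw p possible 0.0286). The 10 most abundant genes took 9.42% ± 0.617 of the counts in vehicle and 10.6% ± 0.939 in JQ1 (SD, n = 4), and without JQ1 replicate 4 the raw exact p of this share was 0.0286. Median SDs of log2-CPM over genes were 0.182 among vehicle and 0.218 among JQ1 libraries, a difference of 0.0364 that was -0.0368 without JQ1 replicate 4 and 0.0758 without vehicle replicate 3. The distances of the libraries to the rest of their group gave an exact two-sided permutation p of 0.686.

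Cyp27b1 lies on chromosome 10 at 127048250 to 127053006 of mm10 and had a log2 fold change of 7.57 ± 0.48 (SE, edgeR adjusted p = 2.58e-06). Among the other genes of highest fold change, the histone gene Hist1h4h rose 24.8-fold, the carbonyl reductase gene Cbr3 18.8-fold, and Gdf15, a stress-induced cytokine of the TGF-beta family, 13.6-fold, from 6.25 ± 1.10 to 79.5 ± 44.9 CPM (SD, n = 4). The kinase gene Plk3 rose 20.3-fold, and the transcription factor genes Egr1, Atf3 and Fos rose 24.4-, 21.3- and 19.0-fold. Without JQ1 replicate 1 these 4 folds were 12.5 for Plk3, 14.2 for Egr1, 11.3 for Atf3 and 9.80 for Fos.

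At the other end, the transporter gene Slc7a12, on chromosome 3 at 14480697 to 14505830, was 61.9-fold lower (log2 fold change -5.95 ± 0.76 SE, edgeR adjusted p = 0.000132), at 22.2 ± 9.61 CPM in vehicle and 1.87 ± 3.43 in JQ1 (SD, n = 4). Slc51b, a subunit of the basolateral bile acid transporter, was 44.4-fold lower, at 22.2 ± 3.46 and 0.636 ± 0.341 CPM. Gm853 was 38.3-fold lower, the calcium-binding protein gene Pvalb 37.2-fold, the IgA and IgM receptor gene Fcamr 30.4-fold, the steroid dehydrogenase gene Hsd17b2 26.6-fold, the chemokine gene Ccl28 26.3-fold and the organic anion transporter gene Slc22a22 24.9-fold. Without JQ1 replicate 4, Slc7a12 was 127-fold and Gm853 81.0-fold lower. Fitted folds give the deep libraries more weight than a mean over 4 libraries does, so they can differ from the ratio of the mean CPM.

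The called genes of highest abundance were Kap, Umod, Acox1 and Gpx1. Kap, an androgen-regulated protein of the proximal tubule, was 2.14-fold lower, at 16170 ± 5305 and 7553 ± 1063 CPM (SD, n = 4), and Umod, on chromosome 7 at 119462711 to 119479282, had an edgeR adjusted p of 0.000133. Acox1, a peroxisomal oxidase, was 2.18-fold and the glutathione peroxidase gene Gpx1 2.24-fold higher. The fold threshold was missed by Kap without vehicle replicate 1 (1.81-fold), and by Acox1 (1.85-fold) and Gpx1 (1.94-fold) without JQ1 replicate 1.

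**Figure D2:**
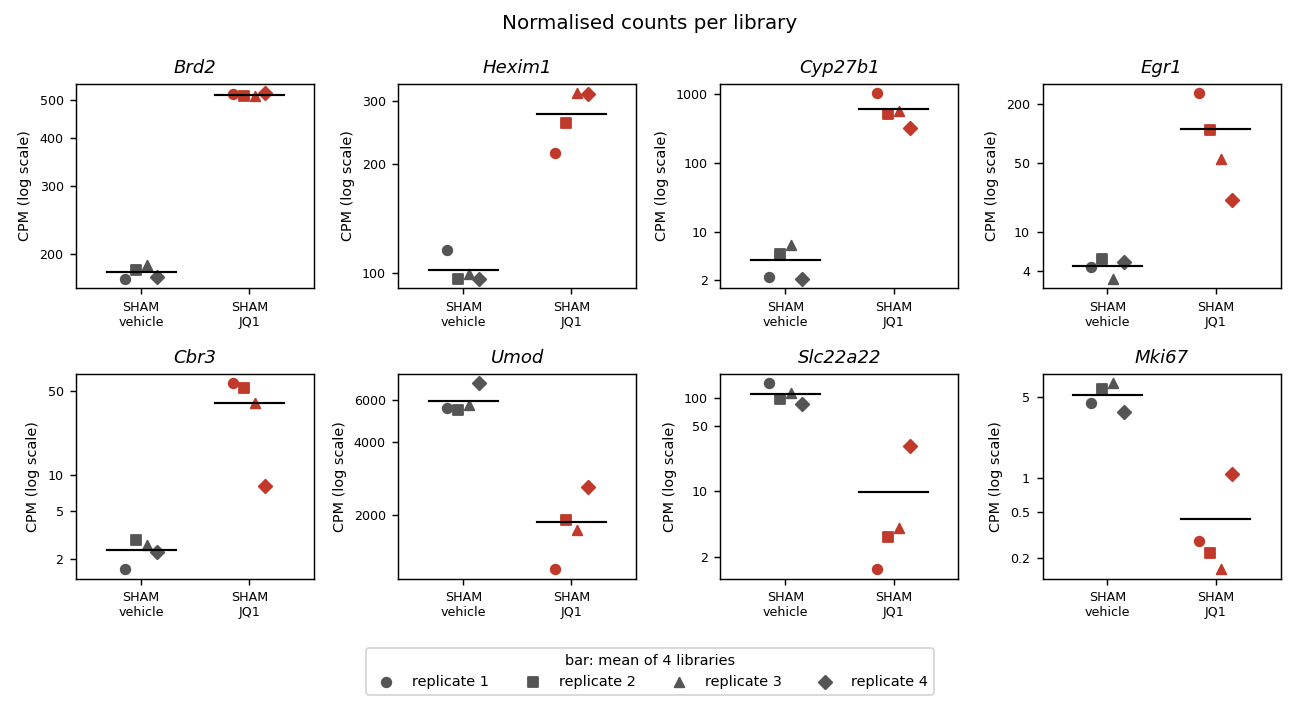
Normalised counts (CPM, log scale) of 8 named genes in each of the 4 SHAM vehicle libraries (grey) and 4 SHAM JQ1 libraries (red), with the replicate shown by the symbol and the group mean by a bar. The JQ1 libraries lie within 512 to 522 CPM for Brd2, whereas JQ1 replicate 4 lies nearest to vehicle for Cyp27b1, Egr1, Cbr3, Umod, Slc22a22 and Mki67.

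Among genes of the drug's own targets, Brd2, on chromosome 17 at 34112023 to 34122634, rose 2.88-fold, from 179 ± 7.05 to 517 ± 4.58 CPM (SD, n = 4, edgeR adjusted p = 1.39e-06). Hexim1, which holds the elongation factor P-TEFb inactive, rose 2.69-fold, from 102 ± 9.43 to 276 ± 48.1 CPM, and its paralog Hexim2 fell 4.87-fold, from 2.17 ± 1.02 to 0.519 ± 0.0766 CPM. Brd4 stood at 77.6 ± 7.0 and 98.6 ± 5.83 CPM, under the fold threshold, and Brd3 at 42.2 ± 1.77 and 42.2 ± 6.86 CPM. Of 15 measured BET and P-TEFb genes 2 rose and 1 fell, with a median log2 fold change of 0.36 (camera adjusted p = 0.000679, and adjusted p = 0.130 with an estimated correlation).

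Immediate early genes, which respond to stimuli without new protein synthesis, rose in 29 of 32 measured members and fell in none, with a median log2 fold change of 2.02 (camera adjusted p = 5.13e-11, and adjusted p = 0.378 with an estimated correlation). Jund rose 3.40-fold, from 75.3 ± 10.5 to 256 ± 31.9 CPM, the phosphatase gene Dusp1 4.32-fold, from 30.8 ± 5.47 to 134 ± 6.23 CPM, and the antiproliferative gene Btg1 2.77-fold (SD, n = 4). Junb rose 4.47-fold and Myc 2.46-fold, from 11.1 ± 3.29 to 23.1 ± 8.13 CPM, with groups that overlapped for Myc. Histone genes rose in 10 of 16 measured members and fell in none, with a median of 1.32 (camera adjusted p = 8.80e-07, and adjusted p = 0.0573 with an estimated correlation). H2afx rose 6.00-fold, from 10.5 ± 2.36 to 59.3 ± 7.99 CPM, and the linker histone gene Hist1h1c 5.73-fold, from 51.5 ± 11.9 to 301 ± 73.9 CPM. With no count filter 16 histone genes were higher. The position of JQ1 replicate 4 is its share of the way from the mean of the other 3 JQ1 libraries (0%) to the vehicle mean (100%), as a median over genes called without it that had a mean of at least 5 CPM. It was 56.2% for immediate early and 47.8% for histone genes. Positions of single lists rest on 24 genes or fewer and many have wide intervals, so differences between lists are uncertain.

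Cell cycle genes fell in 24 of 39 measured members and rose in none, with a median of -1.39 (camera adjusted p = 1.65e-06, and adjusted p = 0.130 with an estimated correlation). Mki67, the proliferation marker Ki-67, fell 19.5-fold, from 5.14 ± 1.32 to 0.435 ± 0.431 CPM, Top2a, which untangles replicated DNA, 10.4-fold, from 4.24 ± 0.977 to 0.449 ± 0.0935 CPM, and E2f2, a transcription factor of DNA replication, 6.99-fold (SD, n = 4). These levels lie near the floor of the shallow libraries. Pcna, the sliding clamp of DNA replication, went the other way at 16.9 ± 3.86 and 34.8 ± 6.36 CPM, 1.99-fold by edgeR and so just under the threshold, and it was called higher by DESeq2 and limma-voom. In edgeR Pcna was also called higher under some other settings, among them without both shallow libraries (2.01-fold) and thinned to the lowest total (2.31-fold). Among genes with a mean of at least 1 CPM 13 members were lower, and 3 members were lower once every library was thinned to the lowest total.

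Tubular injury genes rose in 14 of 26 measured members and fell in 1, with a median of 1.42 (camera adjusted p = 0.00111, and adjusted p = 0.378 with an estimated correlation). Cdkn1a, which arrests the cell cycle, rose 6.48-fold, from 10.8 ± 2.73 to 72.2 ± 39.9 CPM (SD, n = 4). Lcn2, the injury marker NGAL, stood at 9.0 ± 3.74 and 70.3 ± 97.4 CPM, 8.89-fold higher by the fit with groups that overlapped, and Spp1, osteopontin, at 963 ± 229 and 2651 ± 1866 CPM, 2.76-fold higher. Without JQ1 replicate 1, Lcn2 was 2.91-fold and Spp1 1.79-fold higher, the latter under the fold threshold. With the replicate number as a block Lcn2 was not called (5.32-fold, edgeR adjusted p = 0.0616). Anxa1, an anti-inflammatory annexin, was 2.04-fold higher and fell under the threshold without vehicle replicate 1 (1.98-fold), vehicle replicate 2 (just under, at 2.00-fold as rounded), JQ1 replicate 1 (1.94-fold) or JQ1 replicate 4 (1.93-fold). The lower member was Havcr1, the proximal tubule marker KIM-1, at 9.99 ± 7.87 and 0.751 ± 0.750 CPM, 11.1-fold lower, 6.56-fold without vehicle replicate 2 and 27.7-fold without JQ1 replicate 1. JQ1 replicate 4 lay a median of 92.6% of the way to vehicle over the injury genes called without it, and without it edgeR called 12 higher and DESeq2 9.

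Glucocorticoid-responsive genes rose in 10 of 17 measured members and fell in none, with a median of 1.30 (camera adjusted p = 0.000834, and adjusted p = 0.378 with an estimated correlation). The kinase gene Sgk1 rose 2.47-fold, the mTORC1 inhibitor gene Ddit4 3.84-fold, from 14.9 ± 4.45 to 64.3 ± 15.0 CPM, and the clock gene Per1 2.35-fold (SD, n = 4). NRF2 targets, the antioxidant genes, rose in 9 of 21 measured members and fell in none, with a median of 0.88 (camera adjusted p = 5.45e-06, and adjusted p = 0.378 with an estimated correlation). Ftl1, the ferritin light chain, rose 3.95-fold, from 1005 ± 96.0 to 3970 ± 1312 CPM, and G6pdx, which feeds the pentose phosphate pathway, 3.14-fold, from 52.1 ± 2.48 to 162 ± 39.2 CPM. JQ1 replicate 4 lay 86.5% of the way to vehicle over the NRF2 targets and 57.4% over the glucocorticoid-responsive genes called without it.

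Heat shock and unfolded protein response genes rose in 5 of 25 measured members and fell in none, with a median of 0.37 (camera adjusted p = 0.00993, and adjusted p = 0.465 with an estimated correlation). These were Ddit3, which encodes the stress factor CHOP and rose 6.12-fold, Atf4, which rose 2.24-fold, and 3 genes of the amino acid stress response, Trib3, 2.60-fold higher, Asns, 2.17-fold, and Chac1, 7.18-fold, from 1.49 ± 0.411 to 12.0 ± 6.31 CPM (SD, n = 4). Without JQ1 replicate 4 the list had a camera adjusted p of 0.0635. Of 40 ribosomal protein genes 1 rose, Rpl10a, 2.70-fold at 1.79 ± 0.415 and 5.31 ± 0.853 CPM. The list had a median of 0.26 (camera adjusted p = 0.00578, and adjusted p = 0.622 with an estimated correlation). Ribosomal protein genes have close copies and lose reads that align to several places, so their counts are uncertain, those of Rpl10a included. Rps2 stood at 103 ± 7.33 and 199 ± 10.4 CPM, under the fold threshold (SD, n = 4).

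**Figure D3:**
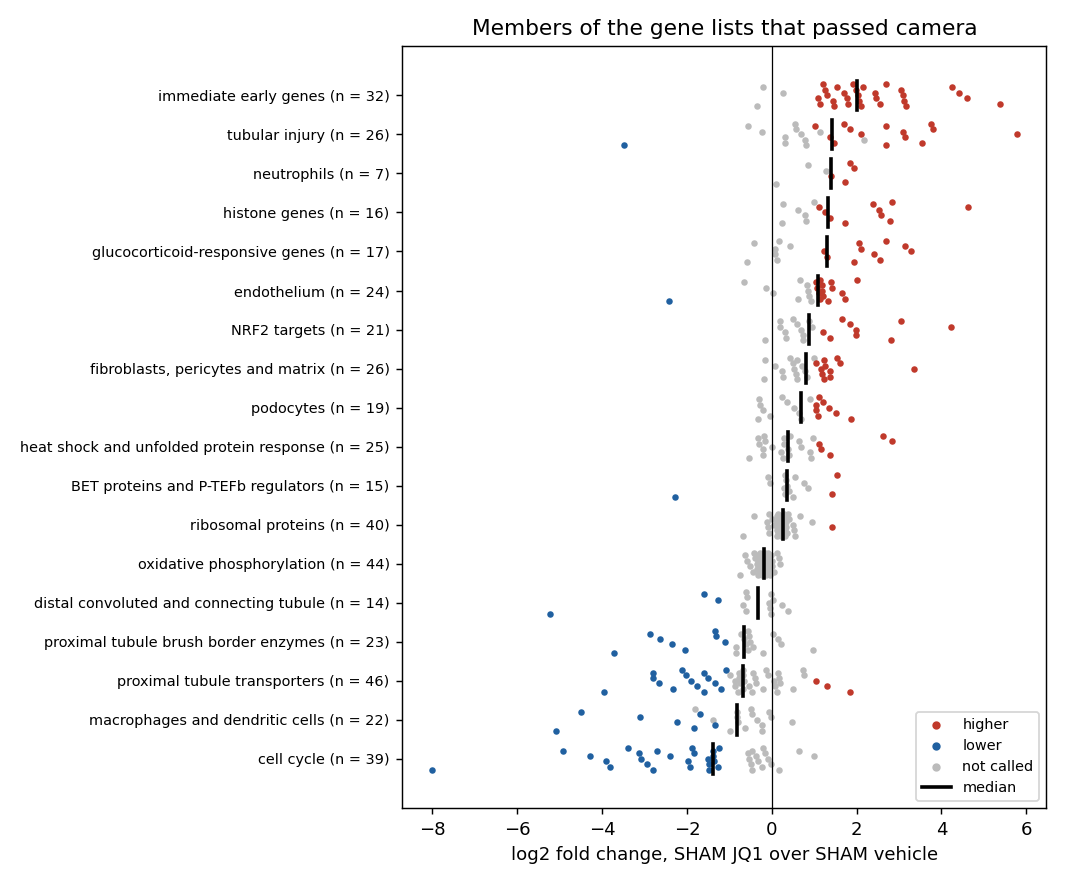
Log2 fold changes (SHAM JQ1 over SHAM vehicle) of the measured members of the 18 gene lists that passed camera with the preset correlation, one point per gene, red where called higher, blue where called lower and grey where not called, with a black bar at the list median. Immediate early genes have the highest median, 2.02, and cell cycle genes the lowest, -1.39.

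Proximal tubule transporter genes fell in 15 of 46 measured members and rose in 3, with a median of -0.68 (camera adjusted p = 0.000372, and adjusted p = 0.378 with an estimated correlation). The phosphate cotransporter gene Slc34a3 fell 15.6-fold, from 16.2 ± 4.75 to 1.12 ± 0.534 CPM, the sulfate transporter gene Slc26a1 4.31-fold, from 116 ± 11.6 to 28.7 ± 10.5 CPM, and the organic cation transporter gene Slc22a1 3.01-fold (SD, n = 4). The 3 that rose were the efflux pump genes Abcc2, 3.60-fold, from 460 ± 36.7 to 1653 ± 540 CPM, and Abcc4, 2.46-fold, and the bicarbonate cotransporter gene Slc4a4, 2.07-fold. Slc4a4 missed the fold threshold without vehicle replicate 4 (1.95-fold) or JQ1 replicate 1 (1.81-fold). Slc34a1, the most abundant phosphate cotransporter of this segment, stood at 6775 ± 856 and 4694 ± 1889 CPM and did not pass the test (edgeR adjusted p = 0.105). Brush border and related enzymes fell in 8 of 23 measured members and rose in none, with a median of -0.67 (camera adjusted p = 8.47e-05, and adjusted p = 0.378 with an estimated correlation). Ace2, the carboxypeptidase that degrades angiotensin II, fell 7.25-fold, from 84.7 ± 12.0 to 11.5 ± 0.637 CPM, the aminopeptidase gene Anpep 4.12-fold and the D-amino acid oxidase gene Dao 2.47-fold. Over the genes called without it, JQ1 replicate 4 lay 40.2% of the way to vehicle for transporters and 34.9% for brush border enzymes.

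Of 35 fatty acid oxidation genes 6 rose and 4 fell, and 9 rose and 3 fell without JQ1 replicate 4. The list did not pass camera (adjusted p = 0.620). The acyl-CoA synthetase gene Acsl1 rose 2.93-fold, from 215 ± 17.9 to 630 ± 231 CPM (SD, n = 4). Those that fell were Acox2, a peroxisomal oxidase, 9.77-fold lower at 177 ± 20.9 and 23.6 ± 20 CPM, and the omega-hydroxylase genes Cyp4a14, 9.21-fold lower and 15.6-fold without JQ1 replicate 1, Cyp4a12a, 3.56-fold lower, and Cyp4a10, 2.08-fold lower. Cyp4a10 missed the fold threshold without vehicle replicate 2 (1.97-fold) or JQ1 replicate 4 (1.89-fold). Over the genes of this list called without it, JQ1 replicate 4 lay 86.3% of the way to vehicle. Of 12 gluconeogenesis genes 1 rose and 2 fell (camera adjusted p = 0.648): Fbp1 rose 2.39-fold, from 1165 ± 154 to 2783 ± 335 CPM, G6pc fell 6.08-fold, from 671 ± 200 to 110 ± 23.7 CPM, and the transaminase gene Gpt fell 2.06-fold. Gpt missed the fold threshold without vehicle replicate 2 (1.94-fold), JQ1 replicate 2 (1.94-fold) or JQ1 replicate 3 (1.97-fold). The list had a median log2 fold change of 0.33, a mean of -0.01 and a camera direction of up, so the mean differed in sign. In this list 2 rose without vehicle replicate 1 or JQ1 replicate 3 and 3 without JQ1 replicate 4, and 1 fell without vehicle replicate 2, JQ1 replicate 2 or JQ1 replicate 3. Its genes put JQ1 replicate 4 at 37.7% of the way to vehicle.

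Drug metabolism genes fell in 13 of 37 measured members and rose in 5 (camera adjusted p = 0.0841, and 0.0452 without JQ1 replicate 4). Cyp2d26 fell 9.67-fold and Cyp2d12 4.50-fold, and the members that rose were Acsm1, 2.67-fold, the cytochrome P450 gene Cyp1b1, 2.41-fold, and the glutathione transferase genes Gsta1, 8.30-fold at 0.191 ± 0.160 and 1.83 ± 1.01 CPM, Gstt2, 2.60-fold, and Gsta4, 2.12-fold (SD, n = 4). Gsta4 missed the fold threshold without vehicle replicate 2 (1.98-fold). The position of JQ1 replicate 4 was 36.8%. None of 44 oxidative phosphorylation genes was called by edgeR, DESeq2 or limma-voom, and in edgeR 16 were lower and 0 higher at an unadjusted p under 0.05, as many as at the adjusted p alone, with a list median of -0.18 (camera adjusted p = 0.00240, and adjusted p = 0.700 with an estimated correlation). Sdhb, of complex II, stood at 451 ± 31.8 and 268 ± 23.6 CPM and Ndufb8, of complex I, at 293 ± 22.7 and 196 ± 13.2 CPM (SD, n = 4). Of 22 cholesterol synthesis genes 1 fell, Pcsk9, which targets the LDL receptor for degradation and was 4.93-fold lower with groups that overlapped, and 2 fell without JQ1 replicate 4 (camera adjusted p = 0.784).

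Thick ascending limb genes fell in 4 of 15 measured members and rose in none in edgeR, with a median of -0.69 (camera adjusted p = 0.0926, and 0.0426 without JQ1 replicate 4). These were Umod, the growth factor gene Egf, 2.54-fold lower at 2408 ± 201 and 950.1 ± 542 CPM, the calcium-sensing receptor gene Casr, from 62.1 ± 12.7 to 24.5 ± 7.56 CPM, and the tight junction gene Cldn19, 2.19-fold lower at 38.6 ± 6.74 and 19.9 ± 9.39 CPM with groups that overlapped (SD, n = 4). Cldn19 missed the fold threshold without vehicle replicate 4 (1.98-fold) or JQ1 replicate 1 (1.96-fold). The chloride channel gene Clcnka stood at 92.3 ± 27.5 and 189.6 ± 75.0 CPM, just under the threshold at 2.00-fold as rounded, and was called higher by DESeq2, and by edgeR without vehicle replicate 4 or JQ1 replicate 1 (2.36-fold in both). This list put JQ1 replicate 4 at 51.5% of the way to vehicle. Distal convoluted and connecting tubule genes fell in 3 of 14 measured members and rose in none, with a median of -0.33 (camera adjusted p = 0.0480, and adjusted p = 0.378 with an estimated correlation). These were Pvalb, the sodium-calcium exchanger gene Slc8a1, 2.41-fold lower, and the magnesium channel gene Trpm6, 3.04-fold lower. The list did not pass without vehicle replicate 1 (adjusted p = 0.0684), vehicle replicate 3 (0.0736) or JQ1 replicate 2 (0.0971).

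Of 14 principal cell genes 1 rose and 2 fell (camera adjusted p = 0.784). The water channel gene Aqp2 rose 2.46-fold, from 207 ± 44.8 to 507 ± 128 CPM (SD, n = 4), another, Aqp4, fell 4.01-fold with groups that overlapped but was not called by robust edgeR (adjusted p = 0.0575), and the potassium channel subunit gene Kcne1 fell 2.02-fold. Kcne1 missed the fold threshold without vehicle replicate 1 (1.97-fold), vehicle replicate 3 (1.98-fold), JQ1 replicate 1 (1.84-fold) or JQ1 replicate 2 (1.87-fold), and in DESeq2 (1.97-fold), where 1 gene of the list fell, as by robust edgeR. The list had a median log2 fold change of 0.01, a mean of -0.17 and a camera direction of up. Of 17 intercalated cell genes 1 fell (camera adjusted p = 0.120). This was the proton pump gene Atp6v1b1, 2.05-fold lower, which missed the fold threshold without vehicle replicate 3 (1.99-fold) or JQ1 replicate 1 (1.83-fold). The list then held 0 lower genes. Without JQ1 replicate 2 or JQ1 replicate 4 it held 2, as the anion exchanger gene Slc4a1, also a member of the erythroid list, was called as well.

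Endothelial genes rose in 14 of 24 measured members and fell in 1, the apelin receptor gene Aplnr, 5.35-fold lower at 2.72 ± 1.34 and 0.489 ± 0.288 CPM, with a median of 1.09 (camera adjusted p = 5.02e-06, and adjusted p = 0.454 with an estimated correlation). Plvap, a protein of fenestrated endothelium, rose 4.01-fold, from 100 ± 30.1 to 400 ± 32.4 CPM, the adhesion molecule gene Pecam1 2.51-fold and the TGF-beta co-receptor gene Eng 2.33-fold (SD, n = 4). Podocyte genes rose in 8 of 19 measured members and fell in none, with a median of 0.68 (camera adjusted p = 0.000372, and adjusted p = 0.141 with an estimated correlation). Nphs2, the slit diaphragm protein podocin, rose 3.68-fold, from 41.4 ± 8.55 to 151 ± 34.8 CPM, Cdkn1c 2.85-fold, Kirrel 2.57-fold and Podxl, the surface sialoprotein podocalyxin, 2.06-fold. Podxl was under the fold threshold at 1.98-fold without vehicle replicate 1 or JQ1 replicate 1, and without vehicle replicate 1 the list had 4 members higher. Fibroblast, pericyte and matrix genes rose in 11 of 26 measured members and fell in none, with a median of 0.80 (camera adjusted p = 1.84e-06, and adjusted p = 0.378 with an estimated correlation). Ctgf, a matrix-associated growth factor gene, rose 2.90-fold, from 58.3 ± 6.62 to 170 ± 29.0 CPM, and the basement membrane collagen genes Col4a1 and Col4a2 2.29- and 2.38-fold. JQ1 replicate 4 lay -4.91% of the way to vehicle over the endothelial, 41.0% over the podocyte and 37.9% over the fibroblast genes called without it.

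Macrophage and dendritic cell genes fell in 7 of 22 measured members and rose in none, with a median of -0.82 (camera adjusted p = 0.0145, and adjusted p = 0.683 with an estimated correlation). The chemokine receptor gene Ccr2 fell 33.9-fold, from 2.73 ± 1.22 to 0.0648 ± 0.0689 CPM, and the growth factor receptor gene Csf1r 2.53-fold, from 75.2 ± 14.0 to 31.0 ± 5.70 CPM (SD, n = 4). The fold of Ccr2, which had 8 counts in all JQ1 libraries together, was 57.0 without JQ1 replicate 3. Without JQ1 replicate 4, whose macrophage genes lay 171% of the way to vehicle, 12 members were lower, and without vehicle replicate 4 the list did not pass camera (adjusted p = 0.0750). Neutrophil genes rose in 4 of 7 measured members and fell in none, with a median of 1.41 (camera adjusted p = 0.0287, and adjusted p = 0.474 with an estimated correlation). These were the calprotectin genes S100a8, 3.32-fold higher at 3.10 ± 1.52 and 10.3 ± 2.04 CPM, and S100a9, 3.57-fold higher, and the protease genes Mmp8, 2.65-fold with groups that overlapped, and Mmp9, 3.84-fold, or 6.04-fold without vehicle replicate 4. Of 3 measured lymphocyte genes 1 fell over all genes, the T cell gene Cd8a, 8.22-fold lower at 0.958 ± 0.282 and 0.342 ± 0.493 CPM with groups that overlapped (camera adjusted p = 0.171). The T cell kinase gene Lck, 2.31-fold lower, passed with Cd8a when adjusted over the list alone, and over all genes without vehicle replicate 1 (2.86-fold) or JQ1 replicate 1 (3.17-fold). With no filter on low counts 5 lymphocyte genes were lower, and among genes with a mean of at least 1 CPM, which leaves out Cd8a and Lck, 0 were in edgeR. Ptprc, the pan-leukocyte marker CD45, stood at 5.35 ± 1.31 and 3.32 ± 0.961 CPM.

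Of 35 interferon-stimulated genes 3 rose and 7 fell (camera adjusted p = 0.270, and 0.0452 without JQ1 replicate 4). The RNA sensor gene Ifih1 fell 2.46-fold and the GTPase gene Irgm1 2.87-fold, and the members that rose were the antiviral gene Rsad2, 2.75-fold with groups that overlapped, and the interferon regulatory factor genes Irf8, 2.34-fold, and Irf1, 2.02-fold. The fold threshold was missed by Irf8 without JQ1 replicate 1 (1.71-fold) and by Irf1 without vehicle replicate 1 (1.83-fold), vehicle replicate 2 (1.95-fold), JQ1 replicate 1 (1.85-fold) or JQ1 replicate 4 (1.95-fold), so that 1 member rose without JQ1 replicate 1. Over the list JQ1 replicate 4 lay 36.9% of the way to vehicle. Of 23 NF-kB targets and chemokines 4 rose and 3 fell (camera adjusted p = 0.620). Nfkbia, the inhibitor of NF-kB, rose 2.85-fold, from 28.1 ± 5.92 to 82.1 ± 13.7 CPM (SD, n = 4). The chemokine genes Cxcl1, 6.96-fold, and Cxcl10, 4.0-fold, rose with groups that overlapped, by 3.33- and 2.08-fold without JQ1 replicate 1, and Cxcl10 was not called by DESeq2 (3.37-fold, adjusted p = 0.0581). Rel, a subunit of NF-kB, rose 2.01-fold and missed the fold threshold without vehicle replicate 1 (1.91-fold), vehicle replicate 4 (1.99-fold) or JQ1 replicate 4 (1.94-fold). The cytokine gene Il1b fell 4.27-fold, from 1.66 ± 0.596 to 0.404 ± 0.123 CPM, Bcl3, a cofactor of NF-kB, 2.79-fold with groups that overlapped, and the cytokine gene Il34 2.51-fold.

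Of 31 kidney transcription factor genes 1 rose and 3 fell, and the list did not pass camera (adjusted p = 0.127). Hnf4g fell 3.55-fold, from 12.2 ± 2.06 to 3.54 ± 0.458 CPM, and Stat3 rose 2.41-fold, from 96.5 ± 10.4 to 233 ± 79.0 CPM (SD, n = 4). Hnf1a, a proximal tubule factor, was 2.02-fold lower at 111 ± 10.3 and 53.2 ± 9.59 CPM, and missed the threshold without vehicle replicate 2 (1.95-fold), JQ1 replicate 1 (1.98-fold) or JQ1 replicate 4 (1.91-fold). Stat5a was 2.01-fold lower at 21.8 ± 1.84 and 11 ± 0.768 CPM, and missed it without vehicle replicate 2 (1.93-fold), vehicle replicate 3 (just under, at 2.00-fold as rounded), vehicle replicate 4 (1.99-fold), JQ1 replicate 2 (1.97-fold) or JQ1 replicate 3 (1.96-fold). Without vehicle replicate 2 the list had 2 higher and 1 lower, and without vehicle replicate 4, 2 higher. Hnf4a stood at 1139 ± 77.2 and 1129 ± 114 CPM and Hnf1b at 184 ± 40.0 and 179 ± 10.1 CPM (edgeR adjusted p = 0.936 and 0.835). Stat5b, at 50.6 ± 2.63 and 32.8 ± 3.33 CPM, and the glucocorticoid receptor gene Nr3c1, at 87.2 ± 5.77 and 65.7 ± 7.73 CPM, stayed under the fold threshold.

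Of 20 vitamin D and phosphate genes 2 rose, Cyp27b1 and the stanniocalcin gene Stc1, 2.03-fold, and 2 fell, Slc34a3 and the parathyroid hormone receptor gene Pth1r, 2.17-fold (camera adjusted p = 0.620). Stc1 missed the fold threshold without vehicle replicate 3 (1.97-fold), vehicle replicate 4 (1.97-fold) or JQ1 replicate 3 (1.89-fold), and Pth1r without JQ1 replicate 1 (1.90-fold). The list had a median log2 fold change of -0.22, a mean of 0.05 and a camera direction of down. The list had 1 higher without vehicle replicate 3, vehicle replicate 4 or JQ1 replicate 3, 1 lower without JQ1 replicate 1 and 4 lower without JQ1 replicate 4, which lay 52.9% of the way to vehicle over the list. Kl, which encodes the FGF23 co-receptor Klotho, stood at 894 ± 79.7 and 503 ± 148 CPM (SD, n = 4), 1.79-fold lower, and was called at 2.08-fold without JQ1 replicate 4. Of 19 clock genes 1 rose, Per1, and 2 fell, Per2, 2.42-fold lower, and the nuclear receptor gene Rorc, 2.12-fold lower (camera adjusted p = 0.908). Rorc missed the fold threshold without vehicle replicate 1 (1.96-fold) or JQ1 replicate 1 (1.86-fold). Without vehicle replicate 1, 2 clock genes were higher and 1 lower, and without JQ1 replicate 1, 1 was lower.

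Lists for rarer cells and neighbouring tissues held few measured genes. Of 5 renin cell genes 2 rose (camera adjusted p = 0.221), the phosphodiesterase gene Pde3a, 2.37-fold, and Akr1b7, an aldo-keto reductase at 2.16 ± 1.14 and 14.0 ± 9.01 CPM with groups that overlapped (SD, n = 4). Akr1b7 was also the 1 of 2 measured adrenal cortex genes that rose. Of 5 urothelial genes 1 rose (camera adjusted p = 0.535), the keratin gene Krt20, at 0.517 ± 0.533 and 5.17 ± 6.19 CPM. It was 8.58-fold higher, 14.4-fold without vehicle replicate 2 and 3.08-fold without JQ1 replicate 1, where it stood highest, at 14.5 CPM. Krt20 is also a member of the tubular injury list, so this call is counted in both lists. Whether it came from urothelium or from injured tubule was not tested. Upk1b, a uroplakin of the urothelium, stood at 1.22 ± 1.84 and 6.75 ± 12.4 CPM and did not pass (edgeR adjusted p = 0.196). Nor did the uroplakin genes Upk1a, at 2.18 ± 2.13 and 8.47 ± 14.5 CPM (edgeR adjusted p = 0.271), Upk3a, at 1.40 ± 2.15 and 4.23 ± 7.96 CPM (edgeR adjusted p = 0.542), and Upk3b, at 2.98 ± 3.76 and 3.48 ± 5.95 CPM (edgeR adjusted p = 0.825). All 4 uroplakin genes stood highest in JQ1 replicate 4, at 25.3, 30.2, 16.2 and 12.4 CPM, and next in vehicle replicate 3, the other shallow library, at 3.94, 5.26, 4.60 and 8.54 CPM. Of 3 perirenal fat genes 1 rose, the fatty acid binding protein gene Fabp4, 2.52-fold (camera adjusted p = 0.512). The others, Car3, a carbonic anhydrase, and Cidec, a lipid droplet protein, did not pass (edgeR adjusted p = 0.773 and 0.894) and stood highest in JQ1 replicate 4 as well, at 41.0 and 10.8 CPM against 1.02 to 5.27 and 0.128 to 1.97 CPM elsewhere, and without it Car3 was called lower (2.51-fold, edgeR adjusted p = 0.00393). Of 2 skeletal muscle genes the myosin light chain gene Mylpf rose 2.02-fold, at 1.11 ± 0.248 and 2.25 ± 0.359 CPM, and the actinin gene Actn3 fell 3.24-fold with groups that overlapped. With the replicate number as a block Actn3 was not called (2.53-fold, edgeR adjusted p = 0.0627). Mylpf missed the fold threshold without vehicle replicate 2 (1.87-fold), vehicle replicate 4 (1.91-fold), JQ1 replicate 1 (1.98-fold), JQ1 replicate 3 (1.99-fold) or JQ1 replicate 4 (1.98-fold), and under total or upper quartile scaling. Of 2 erythroid genes 0 were called over all genes in edgeR, where both had an unadjusted p under 0.05. Slc4a1 passed the adjusted p over all genes but, at 1.93-fold lower, missed the fold threshold. Adjusted over the list alone 1 was higher, the heme synthesis gene Alas2, at 3.35 ± 0.985 and 6.45 ± 6.37 CPM (2.44-fold by the fit). The log2 fold change of Alas2, 1.29, was 0.52 without JQ1 replicate 1, and Alas2 was called without JQ1 replicate 3 (3.07-fold) or JQ1 replicate 4 (2.71-fold). The other member, the anion exchanger gene Slc4a1, at 55.6 ± 12.9 and 29.8 ± 13.8 CPM, was called lower without JQ1 replicate 2 (2.31-fold) or JQ1 replicate 4 (2.05-fold). Slc4a1 is also a member of the intercalated cell list, so its values cannot be credited to erythroid cells.

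In all, 18 of the 34 lists tested passed camera with its preset correlation. With a correlation estimated per list 0 passed, and 4 had an unadjusted camera p under 0.05. By fry, which tests whether the members move one way on balance, 21 passed. For all lists but the lymphocyte and erythroid genes, the counts of called members over all genes equalled those adjusted over the list alone. Where edgeR called no member of a list in 1 direction, 0 to 2 members had an unadjusted p under 0.05 in that direction, apart from the 16 oxidative phosphorylation genes, and Alas2 alone of them reached 2-fold. For the same lists and directions DESeq2 called Clcnka and Pcna, and limma-voom called Pcna and Slc4a1. By fry the fatty acid oxidation genes leaned down, whereas camera leaned up, and neither passed.

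Other settings ended further calls of named genes near the fold threshold. Kap (1.91-fold), Anxa1 (1.93-fold), Slc4a4 (1.90-fold), Hnf1a (1.95-fold), Irf1 (1.98-fold), Rel (1.94-fold) and Mylpf were under 2-fold in limma-voom. Without both shallow libraries this held for Anxa1 (1.91-fold), Cyp4a10 (1.86-fold), Hnf1a (1.90-fold), Irf1 (1.95-fold) and Stc1 (1.99-fold), and in DESeq2 without JQ1 replicate 4 for Anxa1, Cyp4a10, Hnf1a, Irf1 and Rel, whose adjusted p there was also 0.0569. Irf1 and Rel missed the threshold under total or upper quartile scaling (1.96- to 1.98-fold), Rel also among genes with a mean of at least 1 CPM (1.99-fold), and Stat5a with DESeq2 size factors or no filter. In libraries thinned to the lowest total, Asns (1.81-fold), Gpt (1.92-fold), Stat5a (1.91-fold) and Stc1 (1.85-fold) were not called, and the counts of called list members moved. There 9 injury, 8 endothelial, 6 histone, 3 heat shock, 2 neutrophil, 2 kidney transcription factor, 1 NF-kB and 1 vitamin D gene were higher, and 3 interferon, 1 macrophage and 1 gluconeogenesis gene lower. The calls of higher renin, adrenal, muscle, urothelial and ribosomal genes and of lower BET, cholesterol, endothelial, lymphocyte, muscle and injury genes were lost there. With no filter 3 muscle genes were higher. By limma-voom 2 cholesterol and 2 intercalated cell genes were lower, and DESeq2 gave Krt20 no adjusted p. Without both shallow libraries 11 macrophage, 4 vitamin D and 2 cholesterol genes were lower, and 3 gluconeogenesis and 1 vitamin D gene higher.

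Among the genes named above, Slc4a4, Abcc2, Abcc4, Cyp4a10, Cyp1b1, Gsta4, Gstt2, Egf, Aplnr, Pth1r, Rorc, Irf1, Irf8, Rsad2, Il34, Cxcl1, Cxcl10, Rel, Trib3, Chac1, Clcnka, Pcna and Upk3b stand outside the rule fixed for naming genes. They were chosen after their values were seen, because 5 or fewer members of their lists were called in their direction or, for Clcnka and Pcna, because another tool called them, and for Upk3b, because it stood high in JQ1 replicate 4 like the other uroplakin genes. The histone genes include near-identical copies and transcripts that mostly lack poly(A) tails, so their counts are uncertain. The same holds for the Cyp2d, Cyp4a and Gsta families, Ftl1 and the ribosomal protein genes, Rps2 and Rpl10a included, which have close copies. Counts of overlapping pairs such as Stat3 and Stat5a or Col4a1 and Col4a2 are uncertain too.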

Values the study reported

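Comparing SHAM vehicle with SHAM JQ1 kidneys at day 2, the study reported 2441 differentially regulated transcripts, of which 774 were higher and 1667 lower with JQ1. It also reported that 99 of 334 transcripts, which an outside comparison of tissues had linked to the kidney, were lower with JQ1. The opening lines of the study's tables for this comparison list fewer SHAM JQ1 samples than were analysed here, so these counts may rest on fewer libraries.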

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

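All 3 tests of JQ1 replicate 4 reported here were chosen after the result was seen. Libraries are named below where the gap between 1 library and the nearest of its group of 4 took most of the range of that group (Dixon's test at 95%). For independent, normally distributed values of equal spread, chance gives this in about 1 of 20 groups, or 15 of the 300 gene groups examined. These genes were picked partly after their values were seen, Upk3b because it stood high in JQ1 replicate 4, and many vary together. The shallow libraries also measure low genes less precisely, so 15 is not what chance gives here. Such a gap was found in 30 of the groups. Of these 17 were in JQ1 replicate 4, Upk3b included, 7 in JQ1 replicate 1, 2 in vehicle replicate 1, 3 in vehicle replicate 3, 1 in vehicle replicate 2 and 0 in the other libraries.

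The totals of the shallow libraries, in units of 1000000 counts, were 1.46 in vehicle replicate 3, against 33.9 to 38.4 in the other vehicle libraries, and 1.80 in JQ1 replicate 4, against 30.9 to 31.5 in the other JQ1 libraries. The number of genes detected was likewise low, 14032 against 17037 to 17375 in vehicle and 14188 against 16608 to 16807 in JQ1.

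In JQ1 replicate 4, several genes that were lower in JQ1 stood above the other JQ1 libraries. They were Slc7a12, at 7.01 CPM against 0.127 to 0.175, Gm853, at 35.6 against 0.490 to 1.92, Pvalb, at 4.31 against 0.455 to 0.994, Fcamr, at 4.85 against 0.280 to 0.802, and Slc22a22, at 30.2 against 1.47 to 4.04 CPM. Anpep stood at 130.4 CPM against 48.0 to 55.0, Acox2 at 53.4 against 10.4 to 15.8, Mki67 at 1.08 against 0.160 to 0.280, and Cd8a at 1.08 against 0.0350 to 0.160 CPM. Both Mki67 and Cd8a lie under the limit of 1.67 CPM that a count of 0 allows in this library. Brd4, at 107 CPM against 94.6 to 96.3, and Rel, at 2.16 against 1.34 to 1.38, were farther from vehicle than the other JQ1 libraries. Genes of neighbouring tissues stood above every vehicle library as well. They were the urothelial genes Upk1b, at 25.3 CPM against 0.315 to 0.674, Upk1a, at 30.2 against 1.12 to 1.33, Upk3a, at 16.2 against 0.0955 to 0.513, and Upk3b, at 12.4 against 0.105 to 0.802 CPM, and the fat genes Car3, at 41.0 against 1.02 to 2.31, and Cidec, at 10.8 against 0.128 to 0.700 CPM. The other shallow library, vehicle replicate 3, had the highest values of its group for Upk3a, at 4.60 CPM against 0.0601 to 0.715, and, within the bounds of the test, for Upk1a, at 5.26, Upk1b, at 3.94, and Upk3b, at 8.54 CPM.

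This library lay a median of 26.6% of the way to vehicle (95% bootstrap interval 24.5 to 28.2) over the 1232 genes called without it with a mean of at least 5 CPM, which argues against a vehicle library under a wrong label. Vehicle RNA or reads mixed in at a single share would move all lists alike, whereas the NRF2 targets lay 30.2 percentage points nearer to vehicle than the immediate early genes (interval 7.72 to 59.1). Both intervals resample genes of this 1 library, which are not replicates and vary together, so they leave out the spread between mice. The comparison, of 10 NRF2 and 24 immediate early genes, therefore cannot decide against a single share. Low depth is argued against by vehicle replicate 3, shallower still, which lay 3.02% of the way to JQ1 over genes called without it. JQ1 replicates 1 to 3, thinned to the total of JQ1 replicate 4, moved at most 3.44% of the way to vehicle. Unlike JQ1 replicate 4, they had a part in choosing the genes scored, which tends to hold them near the JQ1 mean, so their values weigh less. A mixture at a single share stays open. So do a mixture together with a further difference and a weaker response of this mouse to JQ1, which were not tested. Urothelial and fat genes are high in this library, and whether neighbouring tissue in the sample has a part in its position was not tested either.

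In JQ1 replicate 1, Junb stood at 100.1 CPM against 49.8 to 55.4, Lcn2 at 216 against 9.70 to 33.5, Spp1 at 5444 against 1594 to 1897, Krt20 at 14.5 against 1.92 to 2.16 and Irf8 at 55.1 against 22.6 to 24.4 CPM in the other JQ1 libraries. Cyp4a14 stood at 423 CPM against 101 to 121, and Nr3c1 at 54.2 against 68.3 to 70.2. Among the vehicle libraries, replicate 1 had 4.61 CPM of Gdf15 against 6.57 to 6.97 and 116 of Hexim1 against 96.2 to 99.2, replicate 2 had 242 CPM of Acsl1 against 205 to 208, and replicate 3 had 146 CPM of Acox2 against 185 to 192 and 1.31 of Rel against 0.628 to 0.721.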

How the results depend on the processing

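DESeq2 without JQ1 replicate 4, the gene lists without both shallow libraries and the counts of list members under other settings were chosen after the data were seen. More genes were lower than higher under every setting tried, with 60.5% to 69.7% of calls lower apart from the other fold thresholds. Scaling, filter, DESeq2, limma-voom, robust edgeR and leaving out libraries kept both counts within 1.5 times, at 637 to 915 higher and 1423 to 1649 lower with 1 library left out. Thinning to the lowest total, which leaves fewer counts, gave 425 higher and 650 lower. No fold threshold gave 3237 and 3600, one of 1.5 gave 1673 and 2438, and one of 4 gave 108 and 506, as their construction implies. The median log2 fold change of all genes stayed within -0.04 to 0.01. Where no cause is named below, the cause was not tested.

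Over 2962 settings of the 150 named genes, 2814 kept direction and side of the threshold, 91 lost the call, 28 gained it and 29 turned direction, and 108 genes held throughout. For all 163 genes of the naming rule these were 3120, 61, 16 and 24 of 3221. Those that turned were never called, apart from Car3. Hnf4a had a log2 fold change of 0.01 (0.00841) by limma-voom and -0.0832 to 0.0221 with 1 library left out. Hnf1b stood at 0.00 (0.00239) by DESeq2 without JQ1 replicate 4 and at -0.16 to 0.10 with 1 left out, Brd3 at -0.0993 to 0.0495, and Upk1b at -0.85 by DESeq2 without JQ1 replicate 4. Upk3b stood at 0.23 by DESeq2 and -1.53 to 0.29 with 1 left out. The other urothelial and fat genes that turned had log2 fold changes by DESeq2 without JQ1 replicate 4 of -0.36 for Upk1a, -2.23 for Upk3a, -1.32 for Car3 and -1.18 for Cidec, by limma-voom -0.0224 for Upk3a, -1.15 for Car3 and -0.86 for Cidec, without both shallow libraries -1.31 for Car3 and -0.99 for Cidec, and -0.14 for Car3 under the replicate block. Upk3a was too low to be tested without both shallow libraries. With 1 library left out they ranged from -0.12 to 2.38 for Upk1a, -0.82 to 2.47 for Upk3a, -1.33 to 1.05 for Car3 and -1.07 to 1.11 for Cidec, lowest without JQ1 replicate 4, where Car3 was called lower, as it also was without both shallow libraries and in DESeq2 without JQ1 replicate 4. DESeq2 gave no adjusted p for Krt20, Upk1a and Upk1b. Counts of called list members moved by over 1.5 times in 88 of 980 settings.

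With an estimated correlation all 18 lists lost their call, at camera adjusted p of 0.0573 for histone genes, 0.130 for BET and for cell cycle genes, 0.141 for podocytes, 0.454 for endothelium, 0.465 for heat shock, 0.474 for neutrophils, 0.622 for ribosomal, 0.683 for macrophage and 0.700 for oxidative phosphorylation genes. It was 0.378 for proximal tubule transporters, brush border, distal convoluted tubule, fibroblast, tubular injury, immediate early, glucocorticoid and NRF2 genes. By fry, adjusted p were 0.00494 for lymphocyte, 0.00767 for drug metabolism, 0.0173 for transcription factor, 0.0310 for intercalated and 0.0372 for renin cell genes, which were then called, and 0.0566 for ribosomal and 0.0713 for macrophage genes, which lost the call. Fatty acid oxidation turned direction by fry (0.979). Without both shallow libraries the camera adjusted p was 0.0784 for distal convoluted tubule and 0.0708 for heat shock genes, and 0.877 for fat and 0.869 for clock genes, which turned direction, as the clock did on total library size (0.958). Of 224 settings of the 16 lists without a call, 206 stayed so, 8 gained a call and 10 turned.

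With 1 library left out, camera adjusted p ranged from 0.0243 to 0.0971 for distal convoluted tubule, 0.000207 to 0.0750 for macrophage, 0.00311 to 0.0635 for heat shock, 0.0452 to 0.122 for drug metabolism, 0.0426 to 0.213 for thick ascending limb and 0.0452 to 0.480 for interferon genes. Lists that turned direction were fatty acid oxidation, at 0.0953 to 0.961 (0.950 without JQ1 replicate 1), cholesterol, at 0.344 to 0.994 (0.833 without vehicle replicate 1), clock, at 0.821 to 0.960 (0.821 without vehicle replicate 3), NF-kB, at 0.415 to 0.994 (0.994 without JQ1 replicate 1), fat, at 0.374 to 0.832, and urothelium, at 0.291 to 0.997, the last pair without JQ1 replicate 4.

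JQ1 minus vehicle, the total in units of 1000000 counts ranged from -12.1 to 3.80 with 1 library left out (0.160 without vehicle replicate 1, 3.80 without JQ1 replicate 4), and genes detected from -1075 to 348 (39.8 without vehicle replicate 4, 348 without JQ1 replicate 4). The share of the 10 most abundant genes ranged from 0.778 to 1.54 percentage points, with an exact permutation p of 0.0286 without JQ1 replicate 4. The difference in median SD was 0.0364, from -0.0368 to 0.0758 with 1 left out, and 0.0230 among genes of at least 10 CPM.

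The replicate block gave 792 higher and 1403 lower, and the numbers do not pair the samples, as deviations of same-numbered libraries correlated at 0.08, 0.11, -0.04 and 0.06 and only replicate 2 correlated best with its own number. Under the block Lcn2, Stat5a, Mylpf, Stc1 and Actn3 were not called, while Slc4a1 and Pcna were, and no list changed its call. Depth limits genes near 1 CPM, which both shallow libraries barely measure.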

Other observations

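The tests of cell shares, library scaling and harvest handling were chosen after the result was seen, and those of other splits, length and GC content, long genes and neighbouring genes were set beforehand. Of the 2725 tested genes with the shortest span, a median of 4.57 kb from start to end, 7.74% were called higher and 11% lower, and of the 2724 with the longest, a median of 126 kb, 5.98% were higher and 7.86% lower. The hypothesis that long genes fell more under JQ1, as a loss of elongation might give, predicted a Spearman correlation of fold change with span of -0.1 or lower. Across genes, which are not independent replicates, it was 0.0560.

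Genes lower in JQ1 were also examined for position along the chromosomes, leaving out neighbours with a shared name stem. Of 12869 neighbouring pairs of tested genes 189 were both lower, 1.34 times the mean of 141 in 1000 shuffles of the calls. This stayed under the ratio of 1.5 set beforehand for the hypothesis that lower genes lie next to each other, yet lay above the highest shuffle, 171, so such pairs were more frequent than in any of these shuffles, by less than the size set beforehand, and why was not tested. For genes higher in JQ1 the number was 45 against a mean of 37.7 and a highest of 60.

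Of the 35 splits of the 8 libraries into 4 and 4, 1, the real one, gave as many called genes as 2248. The highest of the others, which exchanged vehicle replicate 3 with JQ1 replicate 4, gave 295. Each of the other splits put libraries of both groups on both sides, so a JQ1 effect would widen the spread within their sides. They do not show how many genes chance would call, and no conclusion on chance is drawn from them.

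Called higher were 14 of 24 endothelial, 8 of 19 podocyte and 11 of 26 fibroblast genes, lists that passed camera with its preset correlation but not with an estimated one (camera adjusted p of 0.454, 0.141 and 0.378). A lower share of tubule cells as the only change would raise markers of every other cell type alike. Macrophage and dendritic cell genes lay 1.92 below endothelial genes on the log2 scale (a difference of medians of -1.92, 95% bootstrap interval -2.71 to -1.46). The interval resamples genes, which vary together, and not mice. This argues against a lower tubule share as the only change. It cannot exclude such a share beside a separate fall of macrophage genes. The median of the 69 genes of the 3 lists was 0.92 with TMM and at least 0.88 with the other scalings, so the choice among these mattered little. Under all of them the median log2 fold change of all tested genes lay within -0.0360 to -0.00278. A shift shared by most genes would thus be taken out by each, and the comparison cannot show one. Whether these cells made up more of the tissue or held more of these transcripts was not tested.

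The rise of immediate early genes was weighed against sequence bias and handling. The trend of fold change with gene length, span and GC content was taken out. Over the 31 of 32 members with these values the median was then 1.97, against 2.00 before. That trend took 1.99% of the variance of fold change, so taking it out could move the median little. The highest of 10000 random lists matched on expression and transcript length had 0.38. Their genes were drawn independently, whereas immediate early genes vary together (estimated correlation 0.412), so these lists cannot show what chance gives. Handling at harvest that differed between the groups cannot be told apart from an effect of JQ1, since the lowest JQ1 library lay 1.14 above the highest vehicle library in median log2-CPM, as either would give, and the order of harvest is not given in the sources used here.

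HTSeq's tally of alignments that were not unique, per 100 gene counts, was higher in all 4 JQ1 libraries than in any vehicle library. It stood at 105 ± 16.4 against 81.7 ± 3.79 (SD, n = 4, exact two-sided permutation p = 0.0286, adjusted p = 0.1 over 7 library measures by exact permutation tests). The tally may count a read more than once, so it does not give the number of such reads. Reads that fell in several genes took 0.987% ± 0.0139 in vehicle and 1.04% ± 0.0192 in JQ1, with the same exact permutation p of 0.0286 and adjusted p of 0.1. The common biological coefficient of variation in edgeR was 0.128 among vehicle and 0.193 among JQ1 libraries. At equal depth 13913 ± 198 genes were detected in vehicle and 13643 ± 211 in JQ1, which did not pass the test (exact permutation, adjusted p = 0.25).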
